A study of Mus musculus with 24 samples. Its data were reported in "Absent in Melanoma 2 (AIM2) Regulates the Stability of Regulatory T Cells" (2022).

How the data were processed

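The study isolated CD4+ T cells from spleens by immunomagnetic negative selection, in which antibodies remove other cells. Per the labels, the cells were stimulated with antibodies to CD3 and CD28 and stranded mRNA libraries were prepared. The selection and the sequencer, an Illumina HiSeq2500 reading from 1 end, are taken from the general methods of the study. The RNA sequencing shown in its figures is of naive T cells and of T cells under Treg differentiation, a different experiment from this time course. The authors aligned the reads with STAR to the mouse genome GRCm38 with the Ensembl annotation and deposited raw read counts per gene, without normalization, for 54446 Ensembl gene identifiers in 24 libraries. Whether the counting used the strand of a read is not stated, so values of antisense and overlapping genes, and of genes with near-identical copies, are uncertain. Counts give no view of single exons. Gene symbols, positions, transcript lengths and GC content came from a GENCODE annotation of the same build, which matched 54409 of the 54446 identifiers.

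Library totals ranged from 19715161 to 21627018 counts. At this depth 3 counts, taken as the floor of detection, correspond to about 0.147 CPM (counts per 1e6 counts). Folds against a group whose libraries all lay at or under the floor were computed against it and are given as lower bounds. The floor covers counting error only.

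Libraries were grouped by the labels into 2 genotypes and 4 time points, 3 libraries each. The main model was edgeR's quasi-likelihood F test, two-sided, on all 24 libraries with 1 mean per group, TMM factors and the filterByExpr filter (minimum count 10), which kept 15325 genes and left 16042 genes with counts untested. The fit gave a common dispersion of 0.0346. P values were adjusted after Benjamini and Hochberg within each comparison, and a gene is described as called when its adjusted p is under 0.05. Log2 fold changes are those of the fit, each with a standard error derived from it. The comparisons were stimulated against unstimulated cells within each genotype, Aim2-/- against WT cells at each time point, the interaction of genotype and stimulation, and Aim2-/- against WT with the 4 libraries of a mouse summed. Unstimulated cells are those of 0 h. No libraries of cells cultured as long without the antibodies were present, so culture effects are not separated from stimulation. The methods of the study describe limma-voom on another kind of count, so voom served here as an alternative. CPM values use TMM-scaled library sizes, and log2 CPM uses a prior count of 2.

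Besides the calls, 9 genes that the study measured were tested, with p adjusted over all genes and separately over the list alone. A Treg signature, nuclear and mitochondrially encoded OXPHOS genes and glycolysis genes were tested with limma's camera at a preset correlation of 0.01, adjusted over the 16 tests. The Treg signature holds the 14 genes that the study names as examples from published single-cell signatures, not the full sets; the OXPHOS and glycolysis lists were written from general knowledge of the pathways. Calls within 10 Mb of Aim2 were compared with all others by Fisher's exact test. Single values of 3 against 3 mice were compared by exact permutation tests. Lists of B cell, myeloid, CD8 T cell, NK cell, erythroid and CD4 T cell markers and of sex-linked genes served to check the libraries.

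The genes named in the text follow a rule. It covers Aim2, the 9 study genes, the Treg signature, 5 activation genes, genes of resting T cells, sex-linked genes and cell markers. In addition, each comparison contributes up to 3 rises and 3 falls, the largest among genes with an adjusted p under 0.05, no overlap of the groups in CPM, a gene symbol that is not a clone name, and at least 10 CPM (stimulation) or 1 CPM (genotype) in the higher group. The groups, the comparisons, the rule, the lists named so far and the first group of alternative settings given below were fixed before the data were examined.

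Each mouse contributed cells at all 4 time points per the labels, so libraries of a mouse are paired. This was checked on the deviations of log2 CPM from the group means. The 36 pairs of libraries from 1 mouse correlated with r from 0.139 to 0.567, all above 0.1, while the 72 pairs from different mice of a genotype lay between -0.432 and 0.0742. Fits with mouse as a block are therefore given where they change a result. The main model has no block, since the methods of the study name none. It estimates the spread from all 24 libraries as if they were independent, so its p values between the genotypes may be too small.

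The alternative settings fixed in this way were other size factors (RLE, or library totals only), DESeq2's Wald test, limma-voom, no filter on low counts, a minimum mean of 1 CPM, only the libraries compared, mouse as a block, mouse number as a block over all libraries, fry, camera with an estimated correlation, windows of 5 and 20 Mb around Aim2, and each library left out in turn. Chosen after seeing the data were the removal of each mouse in turn, the correction of each library for its trend with GC content and length of the longest transcript, scores of B cell, myeloid and erythroid markers as terms of the model, both of these together with the mouse block, and 2 further marker lists, of antibody-secreting cells and of haematopoietic progenitors.

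The edgeR model without and with the mouse block and with the GC correction, voom, DESeq2 and camera were tested on simulated data, drawn from the means and library sizes of the real libraries with 200 genes changed by 1.5 on the log2 scale at 1 time point. Libraries were simulated independently, without differences between mice. The simulation therefore does not show how the fits, with or without the block, behave on paired libraries. Of 15075 simulated genes tested, edgeR recovered 188 of the 200 with 8 false calls among 196 (4.08%), and the interaction recovered 163 without and 159 with the mouse block. Voom recovered 180, with 5.76% false calls, and 3.11% in the interaction. DESeq2 recovered 192, with 9.005% false calls, and 11.1% in the interaction. In the comparison at 1 time point both tools lay above the threshold set. At the unchanged time point all 3 tools made 0 calls. Camera found the changed set and not a random one.

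Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. All 24 libraries were kept, including those of the mouse labelled WT 1. For 102 identifiers that share a symbol with another, the one with more counts carried the symbol.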

Results

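Messenger RNA was measured in splenic CD4+ T cells of 6 mice, 3 labelled wild type (WT, mice 1, 3 and 4) and 3 labelled Aim2-deficient (Aim2-/-, mice 1, 2 and 4). Aim2 encodes a cytosolic sensor of DNA. Cells of every mouse were sequenced before stimulation (0 h) and after 3, 6 and 24 h with antibodies to CD3 and CD28, which engage the T cell receptor and its co-receptor. The 24 libraries form 8 groups of 3. Their total gene counts lay between 19715161 and 21627018, with a coefficient of variation of 2.16%. Of the annotated genes, 31367 had a count in at least 1 library, and the 15325 genes that were tested held 99.9% of all counts. A gene with 3 counts in a WT library of 0 h lay near 0.147 CPM (counts per 1e6 counts). Folds against a group whose libraries all lay at or under that floor are given as lower bounds, and fitted folds of other genes with a mean near it are uncertain. The biological coefficient of variation was 18.6%.

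The first principal component of log2 CPM carried 52.1% of the variance and set the 24 h libraries apart from the others. Component 2 carried 16.3%, and at each of the 4 time points its 3 Aim2-/- libraries lay above the 3 WT libraries. The library labelled WT 1 was the nearest of the WT libraries to the Aim2-/- side at every time point. All mice expressed the female-specific transcript Xist, at 498 ± 153 CPM (SD, n = 3) in WT and 424 ± 96.3 CPM (SD, n = 3) in Aim2-/- cells at 0 h.

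**Figure D1:**
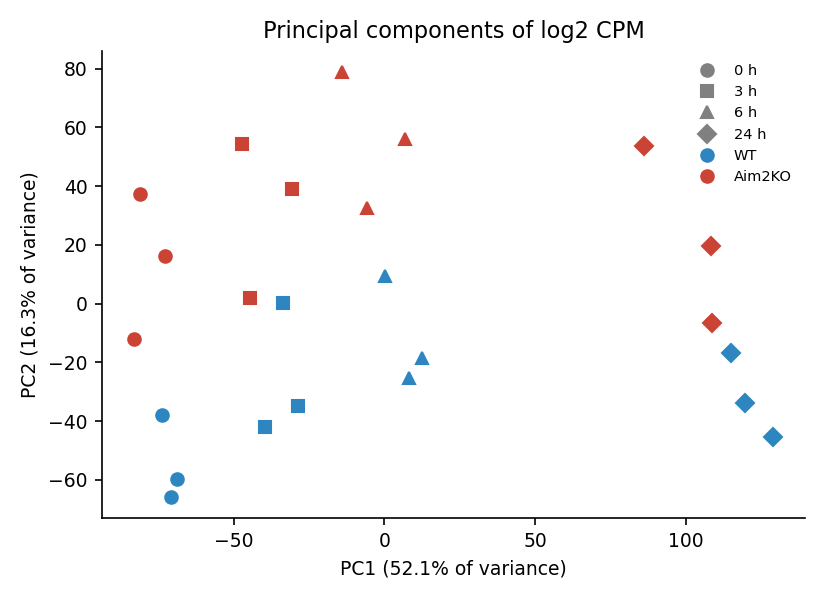
Principal components 1 and 2 of log2 CPM (axes in component units, with the percent of variance), 1 point per library, coloured by genotype and marked by time point. The 24 h libraries lie apart on component 1, which carries 52.1% of the variance, and genotype runs along component 2, which carries 16.3%.

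The targeted gene was examined first, in each library. Aim2 (ENSMUSG00000037860) lies on chromosome 1 of GRCm38 from 173350879 to 173466040. At 0 h its level was 75.0 CPM in mouse WT 3 and 67.5 CPM in mouse WT 4, against 21.5 CPM in the mouse labelled WT 1. The Aim2-/- mice 1, 2 and 4 had 15.7, 20.1 and 19.001 CPM. At 3 h the mouse labelled WT 1 had 16.99 CPM of Aim2, mice WT 3 and WT 4 had 50.7 and 52.3 CPM, and the Aim2-/- mice had 14.6, 14.9 and 15.1 CPM. At 6 h the corresponding Aim2 values were 11.5 CPM, then 33.0 and 32.5 CPM, then 11.4, 10.7 and 8.18 CPM. At 24 h Aim2 stood at 5.57 CPM in the mouse labelled WT 1, at 34.02 and 38.7 CPM in mice WT 3 and WT 4, and at 6.55, 7.15 and 5.28 CPM in the Aim2-/- mice. Reads assigned to Aim2 thus remained in the Aim2-/- libraries, and all 4 libraries of the mouse labelled WT 1 go against its label. Every WT and Aim2-/- comparison below keeps the labels as given, and a direction drawn from it includes that mouse.

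**Figure D2:**
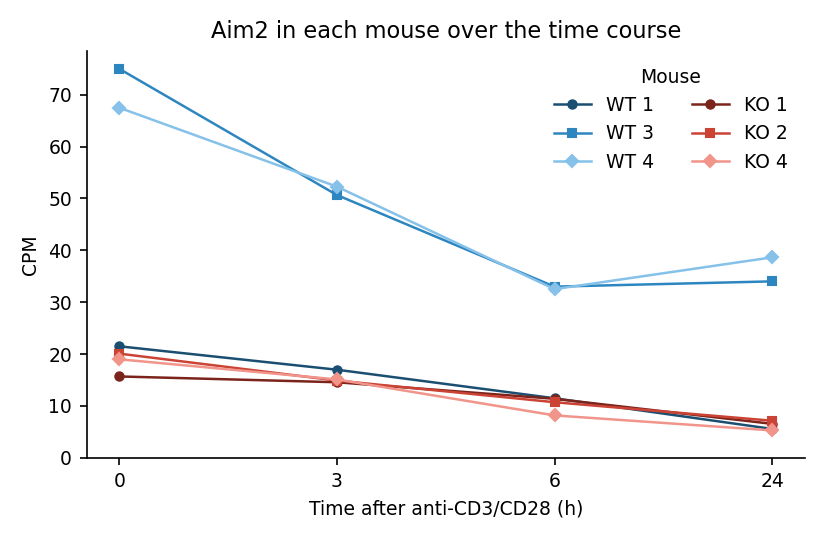
Aim2 level (CPM) against time after stimulation (h), 1 line per mouse, coloured by genotype label. The mouse labelled WT 1 runs with the 3 Aim2-/- mice, from 21.5 CPM at 0 h to 5.57 CPM at 24 h, below mice WT 3 and WT 4.

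With all 6 mice, Aim2 was lower in Aim2-/- cells by a log2 fold change of -1.58 (SE 0.53, adjusted p 0.0794) at 0 h, -1.43 (SE 0.53, adjusted p 0.224) at 3 h, -1.34 (SE 0.54, adjusted p 0.0885) at 6 h and -2.04 (SE 0.56, adjusted p 0.0785) at 24 h. No value passed the threshold of 0.05. These values depended on the mouse labelled WT 1. Without it the log2 fold changes of Aim2 were -1.96, -1.79, -1.70 and -2.52, with adjusted p of 6.7e-07, 2.8e-06, 1.2e-05 and 8.8e-08, which were the lowest among all alternatives, while the highest were 0.874, 0.939, 0.961 and 0.542. An exact two-sided permutation test of the CPM of all 6 mice gave p of 0.1, 0.1, 0.1 and 0.3, where 0.1 is the smallest p that 3 mice against 3 allow.

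The study asked whether T cell receptor stimulation changes Aim2 expression. Here a change from 0 h also includes any effect of the culture itself. In cells labelled WT, Aim2 changed by -0.45 (SE 0.52, adjusted p 0.555) at 3 h, -1.09 (adjusted p 0.0893) at 6 h and -1.07 (adjusted p 0.0744) at 24 h on the log2 scale, relative to 0 h. A fit with each mouse as a block gave Aim2 changes of -0.43 (adjusted p 0.0365), -1.06 (adjusted p 1.0e-05) and -1.19 (adjusted p 1.1e-06), all past the threshold. Over all alternatives the adjusted p of these 3 changes ranged from 0.0204 to 0.932, from 4.5e-06 to 0.294 and from 1.8e-07 to 0.268. Each of the 3 mice labelled WT had less Aim2 at 3, 6 and 24 h than at 0 h. In Aim2-/- cells the residual Aim2 signal changed by -0.30 (adjusted p 0.726), -0.85 (adjusted p 0.199) and -1.53 (adjusted p 0.0200), and the fit with the mouse block called Aim2 at 6 h as well (-0.86, adjusted p 0.00025). The interaction of genotype and stimulation did not separate the Aim2 responses, with values of 0.15, 0.24 and -0.46 and a lowest adjusted p of 0.854.

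A large share of the transcriptome changed after stimulation in both genotypes, relative to 0 h. Without time-matched unstimulated libraries, effects of culture and any loss of other cells are not separated from the stimulus. Cells labelled WT had 4992 genes with an adjusted p under 0.05 at 3 h (2476 higher, 2516 lower), 7837 at 6 h (4039 higher, 3798 lower) and 10946 at 24 h (5607 higher, 5339 lower). Aim2-/- cells had 4698 at 3 h (2461 higher, 2237 lower), 7840 at 6 h (4361 higher, 3479 lower) and 10778 at 24 h (5647 higher, 5131 lower). A change of more than 1 on the log2 scale was reached by 1300, 3292 and 7192 of these genes in WT and by 1206, 3039 and 6775 in Aim2-/- cells. Leaving out mouse WT 3 moved the WT count at 3 h most, to 2936, and leaving out mouse Aim2-/- 4 moved the Aim2-/- count at 3 h to 2803. Scaling by library totals alone shifted the median gene by 0.11 at 3 h in WT, by 0.12 at 3 h in Aim2-/- and by 0.12 at 6 h in Aim2-/- cells on the log2 scale. It raised the share of called genes that rose at 3 h from 49.6% to 64.9% in WT and from 52.4% to 69.3% in Aim2-/- cells.

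Genes with known roles in activation changed after stimulation. In cells labelled WT, Il2ra rose by 2.40, 3.15 and 2.94 on the log2 scale at 3, 6 and 24 h (adjusted p 5.8e-10, 1.1e-11 and 8.3e-13). Myc rose by 2.60, 3.22 and 3.11 and Il2 by 3.52, 5.37 and 6.51. Cd69 rose by 0.97 at 3 h and 0.93 at 6 h and then changed by -0.56 at 24 h, with an adjusted p of 0.0078. Egr2 stood 1.51, 1.97 and 0.75 above its level at 0 h, and Nr4a1 changed by 1.27, 0.80 and -2.31. Among genes of resting T cells, Il7r changed by -1.49, -2.65 and -4.86, Klf2 by -1.18, -1.71 and -4.14 and Ccr7 by -2.08, -2.31 and -2.71.

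The largest rises in WT cells at 3 h were those of Ccl3 (ENSMUSG00000000982, chromosome 11), from 0.457 ± 0.0433 to 55.7 ± 11.7 CPM, and of Sema7a (ENSMUSG00000038264, chromosome 9), from 7.14 ± 2.19 to 547 ± 137 CPM (SD, n = 3). Ccl1 followed with a log2 fold change of 6.14 (SE 0.99, adjusted p 5.6e-05). The largest falls at 3 h were those of Tdrp, from 333 ± 53.3 to 37.1 ± 2.90 CPM, of the pseudogene Bambi-ps1, by -2.70, and of Arl5c, by -2.52. At 6 h Ccl3 (8.81), Ccl1 (8.80) and Crabp2 led the rises. Crabp2 was at least 156-fold higher, since its libraries of 0 h held at most 1 count. Ctsf (-4.48), Hey1 (-3.68) and Tdrp (-3.66) led the falls. At 24 h Il3 was at least 112-fold higher, Crabp2 at least 737-fold higher and Ccl1 rose from 0.254 ± 0.0489 to 133 ± 53.2 CPM (SD, n = 3). Ramp3 (ENSMUSG00000041046, chromosome 11) fell from 807 ± 114 to 3.50 ± 0.755 CPM, Calca was at least 145-fold lower and Ctrb1 changed by -7.14 (adjusted p 0.0062). The level of Ctrb1 at 0 h, 12.8 ± 13.1 CPM (SD, n = 3), varied widely between the mice, and whether it came from other cells was not tested.

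In Aim2-/- cells the largest rises at 3 h were those of Ccl1 (6.56), Gbp11 (5.55, annotated as a polymorphic pseudogene) and Cxcl9 (5.32), and the largest falls those of Tdrp (-2.74), Bambi-ps1 (-2.38) and Hey1 (-2.35). At 6 h they were Ccl1 (9.14), Crabp2 (6.66) and Akr1c18 (6.55) against Atp8a2 (-3.82), Gjb2 (-3.78) and Hey1 (-3.51). At 24 h they were Ccl1 (9.92), Il3 (at least 166-fold) and Crabp2 (9.25) against Fn1 (-7.35), Ramp3 (-7.00) and Calca (-6.84). All of these named stimulation changes kept their direction and their adjusted p under 0.05 in every fit that left out 1 library or 1 mouse.

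Responses were compared between the genotypes. Across the 15325 genes, which are not independent replicates, the log2 responses of WT and Aim2-/- cells correlated with a Pearson r of 0.744 at 3 h, 0.833 at 6 h and 0.925 at 24 h, and a Spearman rho of 0.744, 0.825 and 0.937. Without the filter on low counts r fell to 0.228, 0.379 and 0.630. Genes called in both genotypes numbered 3676, 6237 and 9654, of which 1, 14 and 10 moved in opposite directions. The standard deviation of the log2 responses in Aim2-/- cells was 0.935, 0.933 and 0.902 times that in WT cells. Per mouse, the response averaged 0.510, 0.717 and 1.17 in WT and 0.472, 0.665 and 1.09 in Aim2-/- mice (exact two-sided permutation p 0.3, 0.2 and 0.1, n = 3 against 3, smallest possible 0.1).

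Whether the genotypes respond differently was tested as the interaction of genotype and stimulation. No gene had an adjusted p under 0.05 at 3 h or at 24 h, where 653 and 1825 genes had an unadjusted p under 0.05. At 6 h there were 4 such genes, all with a less negative or a higher response in Aim2-/- cells, and 2019 genes had an unadjusted p under 0.05. Arrb2 (ENSMUSG00000060216) fell from 186 ± 10.3 to 88.3 ± 3.02 CPM in WT cells and from 151 ± 8.85 to 120 ± 11.9 CPM in Aim2-/- cells (SD, n = 3), an interaction of 0.74 (SE 0.11, adjusted p 0.0135). Arhgap9 fell from 199 ± 23.9 to 87.0 ± 6.64 CPM in WT and from 145 ± 5.88 to 108 ± 7.30 CPM in Aim2-/- cells (0.77, SE 0.13, adjusted p 0.0441). Acp5 went from 115 ± 20.5 to 30.7 ± 1.33 CPM and from 95.0 ± 15.2 to 48.1 ± 4.17 CPM (0.93, SE 0.16, adjusted p 0.0441). Oard1 went from 35.1 ± 2.27 to 29.8 ± 1.39 CPM in WT and from 30.7 ± 1.11 to 42.6 ± 4.00 CPM in Aim2-/- cells (0.71, SE 0.12, adjusted p 0.0441). The count at 6 h was 0 in 12 of the 18 fits that left out 1 library or 1 mouse, as without mouse WT 3 (993 genes with an unadjusted p under 0.05), and 58 without mouse Aim2-/- 2, and scaling by library totals gave 18 genes, of which 66.7% were higher. With each mouse as a block, 9, 717 and 424 genes passed at 3, 6 and 24 h.

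**Figure D3:**
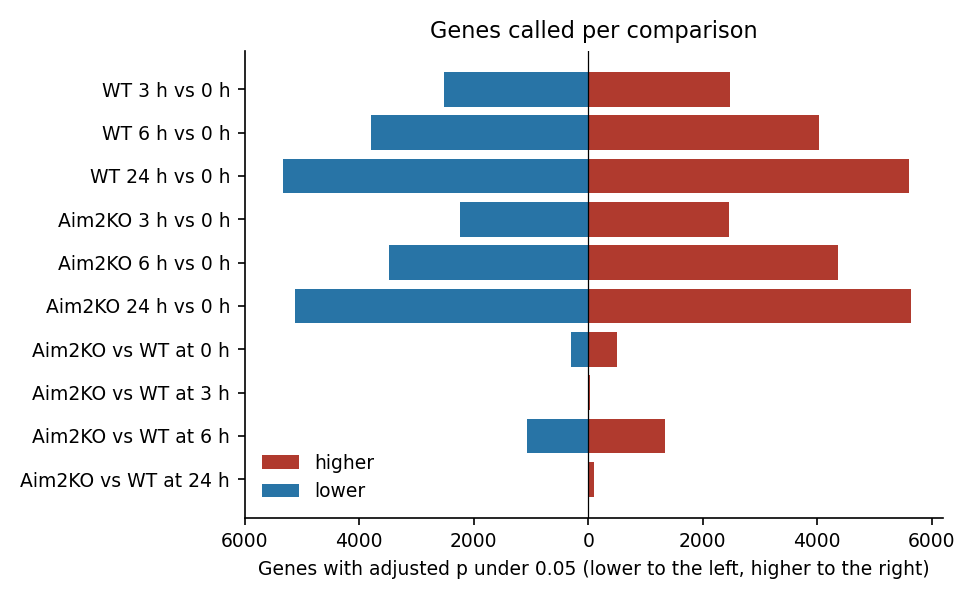
Number of genes with an adjusted p under 0.05 in each comparison, split into higher and lower. Stimulated cells against those of 0 h gave between 4698 and 10946 genes, and the comparison of Aim2-/- with WT gave 802, 45, 2421 and 102 genes at 0, 3, 6 and 24 h.

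Aim2-/- and WT cells were next compared at each time point. At 0 h 802 genes had an adjusted p under 0.05, 497 higher and 305 lower in Aim2-/- cells. The counts were 45 at 3 h (39 higher, 6 lower), 2421 at 6 h (1346 higher, 1075 lower) and 102 at 24 h (101 higher, 1 lower). The balance at 6 h depended on the scaling, with 1129 higher and 1256 lower under RLE size factors and 1569 higher and 848 lower under library totals. Genes past a log2 change of 1 numbered 347, 38, 645 and 82. Unadjusted p under 0.05 were found for 3649, 2350, 5225 and 3134 genes. These counts depended on single mice and on the model. With scores of B cell, myeloid and erythroid marker genes as terms of the model, 5, 3, 285 and 9 genes had an adjusted p under 0.05, of which 5, 1, 246 and 6 were among the genes called without the scores. Leaving out mouse WT 4 gave 37 genes at 0 h, 3 at 3 h, 95 at 6 h and 6 at 24 h, and leaving out mouse Aim2-/- 2 gave 2139, 1143, 4020 and 2702. Without the mouse labelled WT 1 the counts were 904, 425, 1792 and 165. When the counts of the 4 libraries of a mouse were summed, so that each mouse entered as 1 sample, 2 of 17163 genes passed, Igkv4-91 (6.04, SE 0.34, adjusted p 0.0055) and Igkv12-89 (4.39, SE 0.35, adjusted p 0.0314), and 4004 had an unadjusted p under 0.05. Without mouse Aim2-/- 2 the summed counts gave 2939 genes.

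Calls at different time points overlapped in part, and all time points share the same 6 mice. In all, 2950 genes were called at 1 or more time points, 346 at 2 or more (341 of them with 1 sign) and 2083 at 6 h only. The 14 genes called at all 4 time points were higher in Aim2-/- cells throughout. Of them 5 were immunoglobulin genes, and the others were Cpa3, Mpo, Slpi, Mcpt8, Ms4a3, Alox5, Ly6d, Ctsg and Prss34, which are named here after their values were seen.

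Among the largest differences at 0 h, Slamf9 (ENSMUSG00000026548, chromosome 1, 172475358 to 172478575) was at least 8.21-fold higher in Aim2-/- cells, with 1.21 ± 0.193 CPM (SD, n = 3) against a count of 0 in each WT library. Ighv1-66 was at least 30.1-fold higher, and Igkv4-91 was higher by 7.19 (SE 0.69, adjusted p 2.2e-05). On the lower side stood Ifi213 (chromosome 1, -5.83, SE 1.44, adjusted p 0.0280), Tspan9 (-1.34, adjusted p 0.0495) and Lyrm7 (-1.34, adjusted p 0.0388). At 3 h Igkv4-91 (at least 184-fold), Ighv1-85 (5.40) and Ighv1-54 (at least 13.3-fold) were higher and Trav7n-4 (-1.90), Oas1b (-0.93) and Sbk1 (-0.42) lower. At 6 h Igkv12-98 (at least 123-fold), Igkv4-61 (at least 41.5-fold) and Igkv3-4 (6.44) were higher and Ifi213 (-4.11), Pcdhgb7 (-2.95) and Trav10n (-2.55) lower. At 24 h Igkv4-91 (at least 32.1-fold), Igkj1 (4.16) and Ighg2b, with 132 ± 91.9 against 7.86 ± 5.87 CPM, were higher and Zfp809 (-0.48, adjusted p 0.0369) lower. In every fit that left out 1 library or 1 mouse, only the calls of Slamf9, Ighv1-66 and Igkv4-91 at 0 h, Igkv4-91 at 3 h and Pcdhgb7 at 6 h stayed under 0.05 in this group of genes. The immunoglobulin, T cell receptor V, Oas1, Pcdhg and Ifi genes belong to families of similar or overlapping genes, so reads may have been split between members and their single values are uncertain.

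Genes around the targeted locus were compared with the rest of the genome, because an allele made in cells of another mouse strain can carry neighbouring DNA of that strain. Within 10 Mb of Aim2, 41 of 178 tested genes (23.03%) were called at 1 or more time points, against 2909 of 15146 elsewhere (19.2%), an odds ratio of 1.26 (Fisher's exact test, two-sided, p 0.213). The odds ratio was 1.56 (p 0.0676) within 5 Mb and 1.06 (p 0.659) within 20 Mb. Among the 4 time points taken singly, the odds ratio was 1.08, 1.94, 1.55 and 1.71 at 0, 3, 6 and 24 h, and p was under 0.05 at 6 h alone, with 40 of 178 genes (p 0.0173, not adjusted for the 4 time points). With all 6 mice and no filter on low counts, 68 of 357 genes near Aim2 were called (odds ratio 1.65, p 0.00051). In the fit without the mouse labelled WT 1 the odds ratio over all time points was 2.41 (p 5.5e-07). It was 2.82 (p 0.0242) without mouse WT 3, where 6 genes near Aim2 were called, and did not pass without any 1 of the other 4 mice.

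The Ifi genes next to Aim2 were inspected in each mouse after their values were seen. At 0 h Ifi213 had 51.1 and 57.6 CPM in mice WT 3 and WT 4, 1.00 CPM in the mouse labelled WT 1 and 0.242, 0.739 and 0.935 CPM in the Aim2-/- mice. Ifi204 had 0.155 and 0.254 CPM in mice WT 3 and WT 4, 23.9 CPM in the mouse labelled WT 1 and 18.0, 22.9 and 21.8 CPM in the Aim2-/- mice. Ifi208 and Ifi206 followed the first pattern, with 11.002 and 4.90 CPM in the mouse labelled WT 1. Ifi211 followed the second, with 10.5 CPM in that mouse against 0.207 and 0.456 CPM in mice WT 3 and WT 4.

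**Figure D4:**
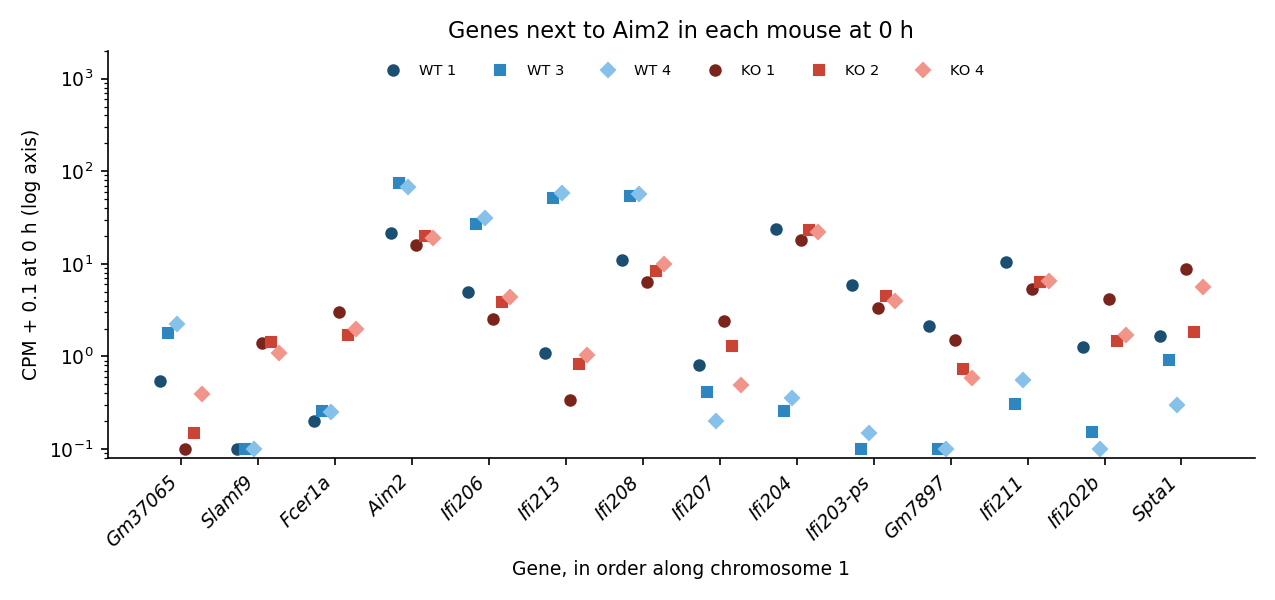
Levels at 0 h (log axis) of genes near Aim2 on chromosome 1 in each of the 6 mice. For Aim2 and the Ifi genes shown, the mouse labelled WT 1 lies with the Aim2-/- mice, as for Ifi204 with 23.9 CPM against 0.155 CPM in mouse WT 3, while Slamf9 follows the label.

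The study measured transcription factors and cytokines of T helper subsets. A list of 9 such genes, fixed without reference to these libraries, was tested at the 4 time points. Of the 36 tests, 3 passed after adjustment over all genes and 5 when adjusted over the list alone; 8 had an unadjusted p under 0.05, where 1.8 are expected by chance, and the Aim2-/- mean was higher in 26. Keeping every gene with a count gave 11 calls over all genes in place of 3. Gata3 was higher in Aim2-/- cells at 0 h, with 137 ± 21.4 against 97.6 ± 8.14 CPM (SD, n = 3, log2 fold change 0.49, adjusted p 0.0231), and at 6 h, with 171 ± 13.2 against 134 ± 7.63 CPM (0.35, adjusted p 0.0454). Tbx21 was higher at 0 h, with 41.8 ± 12.2 against 21.4 ± 4.45 CPM (0.96, adjusted p 0.0197), and not at 24 h (-0.22, adjusted p 0.571), and its interaction was -1.16 at 6 h (adjusted p 0.0961) and -1.19 at 24 h (adjusted p 0.128). With the mouse block these interactions of Tbx21 were -1.18 (adjusted p 0.0252) and -1.20 (adjusted p 0.0273). Foxp3 was higher at 24 h by 0.94, with 93.97 ± 45.3 against 49.1 ± 14.2 CPM, an adjusted p of 0.0150 over the list alone and 0.0785 over all genes. At 0 h Foxp3 had 149 ± 19.4 against 104 ± 17.1 CPM (0.51, adjusted p 0.228). Ifng at 24 h had 317 ± 135 against 95.7 ± 29.5 CPM (1.73, adjusted p 0.00787 over the list alone and 0.0605 over all genes). Il10 was higher by 1.05, 0.87, 0.86 and 1.09 at 0, 3, 6 and 24 h, with adjusted p of 0.222, 0.438, 0.255 and 0.258. Il4, Il17a and Il2 had no adjusted p under 0.05, with Il17a at 24 h changing most (1.82, adjusted p 0.160).

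Several of these values depended on single mice. The adjusted p of Gata3 at 0 h rose to 0.222 without the 0 h library of mouse Aim2-/- 1 (range over its alternatives 0.0015 to 0.222) and that of Gata3 at 6 h to 0.198 without mouse WT 3 (range 0.00986 to 0.210). The adjusted p of Tbx21 at 0 h rose to 0.193 without the 0 h library of mouse Aim2-/- 1 (range 7.5e-06 to 0.193). The log2 fold change of Foxp3 at 24 h was 0.47 without the 24 h library of mouse Aim2-/- 1. It was 1.15 without the mouse labelled WT 1. Over all alternatives the adjusted p at 24 h ranged from 9.7e-05 to 0.682 for Foxp3 and from 2.0e-07 to 0.531 for Ifng. Without the mouse labelled WT 1, Il10 passed at all 4 time points. It stood higher by 1.56, 1.60, 1.66 and 1.72, with adjusted p of 0.0184, 0.0288, 0.0142 and 0.0348 (ranges over all alternatives 0.0112 to 0.833, 0.0288 to 0.961, 0.0142 to 0.811 and 0.0162 to 0.874).

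**Figure D5:**
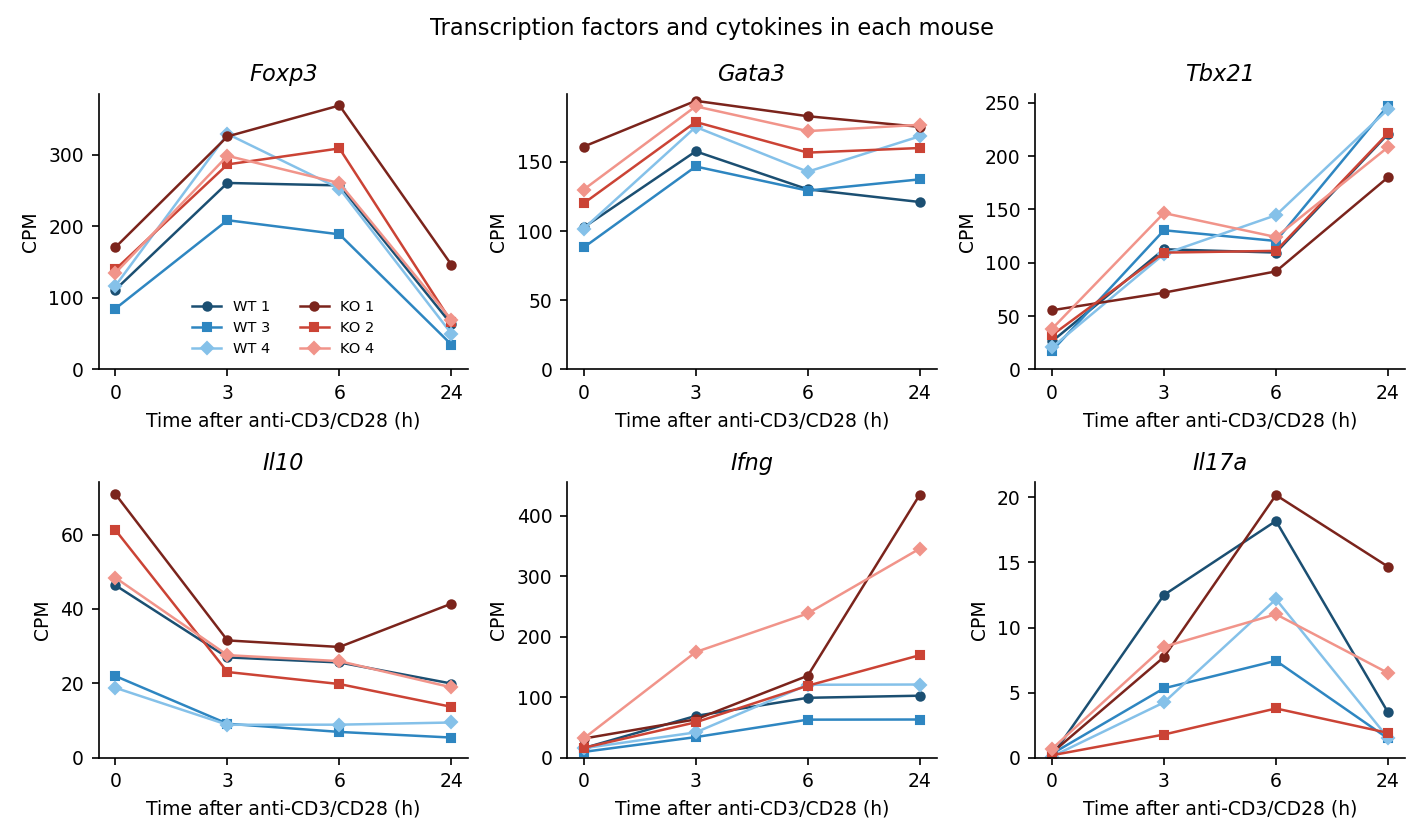
CPM of transcription factor and cytokine genes against time after stimulation (h), 1 line per mouse, coloured by genotype label. Foxp3 at 24 h averages 93.97 CPM in Aim2-/- and 49.1 CPM in WT mice, with overlap between the mice of the groups in most panels.

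Gene sets on topics of the study were examined with camera. There were 16 tests over the 4 time points, of which 9 passed and all 9 pointed up in Aim2-/- cells. The 14 genes that the study names from a regulatory T cell (Treg) signature, called the signature here, were examined as a set. They had median log2 fold changes of 0.83, 0.56, 0.37 and 0.76 at 0, 3, 6 and 24 h, with adjusted p of 1.4e-06, 3.5e-05, 0.0186 and 0.00012, and 13, 13, 13 and 12 of the 14 genes were higher. Penk was higher by 1.83, 1.39, 1.77 and 1.75, while Il2ra was the member lower at 0 h (-0.19) and at 6 h (-0.50, adjusted p 0.0286). The mean of the signature per mouse differed by 0.79, 0.57, 0.53 and 0.60, with every Aim2-/- mouse above every WT mouse (exact two-sided permutation p 0.1 at each time point, n = 3 against 3, smallest possible 0.1). The 76 tested nuclear genes of oxidative phosphorylation (OXPHOS) had a median of 0.12 at 0 h (adjusted p 0.00637, 65 higher) and 0.23 at 6 h (adjusted p 0.00069, 64 higher), and adjusted p of 0.130 at 3 h and 0.0963 at 24 h. With the trend of each library with GC content and length removed, the nuclear OXPHOS direction was reversed at 0, 3 and 24 h. Of 13 mitochondrially encoded OXPHOS genes 7 were tested, with medians of 0.56 at 6 h (adjusted p 0.0236) and 0.55 at 24 h (adjusted p 0.00565). At 3 h their median was 0.30 (adjusted p 0.0963). At 0 h they pointed down, with a median of -0.13 and 0 of 7 higher (adjusted p 0.427). The mitochondrial share of counts at 24 h was 2.76% and 2.08% in mice Aim2-/- 1 and 4. In mouse Aim2-/- 2 it was 1.22%, below the WT libraries (1.25% to 1.42%). At 6 h mouse Aim2-/- 2 (1.77%) lay below mouse WT 3 (1.86%). Of the untested genes, mt-Co2, mt-Co3 and mt-Atp6 had 0, 2 and 6 counts over all libraries, against 2204837 for mt-Cytb, so the tested part may not represent the set. Glycolysis, with 24 genes, was higher at 0 h by a median of 0.24 (adjusted p 0.00069, 21 higher). Its medians at 3, 6 and 24 h were -0.021, -0.050 and -0.082 (11, 10 and 8 higher), with adjusted p of 0.661, 0.329 and 0.126. Whether a set differed between time points was not tested. Only the Treg signature and glycolysis at 0 h held under fry (adjusted p 0.00922 each), and no set held with the correlation between genes estimated from the data, where the lowest adjusted p was 0.379 and 2 tests had an unadjusted p under 0.05.

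Activation genes differed little between genotypes before 6 h. At 6 h Il2ra (-0.50, adjusted p 0.0286), Myc (-0.59, adjusted p 0.0405) and Nr4a1 (-0.59, adjusted p 0.0310) were lower in Aim2-/- cells. The interaction at 6 h was -0.31 for Il2ra (adjusted p 0.559), -0.82 for Myc (adjusted p 0.192) and -0.78 for Nr4a1 (adjusted p 0.171). With the mouse block it was -0.32 for Il2ra (adjusted p 0.327), -0.84 for Myc (adjusted p 0.0156) and -0.79 for Nr4a1 (adjusted p 0.046), so the responses of Myc and Nr4a1 at 6 h passed with the block and not without it. Other settings were not run for these interactions.

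Marker genes of other blood cells were compared at 0 h. The 6 B cell markers summed to 10262 ± 2093 CPM in Aim2-/- and 1115 ± 526 CPM in WT libraries (SD, n = 3), a ratio of 9.20, with all 6 higher and 4 called. Igkc and Ighm made up most of it, with 5150.5 and 5093 CPM in Aim2-/- libraries against 566 and 545 CPM in WT libraries, while Cd79a had 5.83 against 1.23 CPM and Ms4a1 0.520 against 0.0677 CPM. The 6 myeloid markers summed to 199 ± 129 against 36.4 ± 12.5 CPM, a ratio of 5.46, led by Lyz2 with 149 against 25.8 CPM. The 5 erythroid markers summed to 184 ± 156 against 30.9 ± 35.4 CPM, a ratio of 5.94, and none was called. Mouse Aim2-/- 2 had 20.6 CPM and mouse WT 3 had 71.6 CPM, so the groups overlapped. Their largest member, Hbb-bs, had 96.0 against 16.6 CPM. The CD8 T cell list summed to 9.65 against 10.6 CPM, led by Cd8b1 with 9.18 against 10.5 CPM, and the NK cell list to 13.6 against 11.03 CPM, led by Klrb1c with 11.001 against 9.81 CPM. The 4 CD4 T cell markers summed to 3177 against 3052 CPM, with Trac at 971 against 889 CPM. At 0 h every Aim2-/- library lay above every WT library for the B cell and myeloid sums, a separation that chance gives, in either direction, for 10% of values with 3 against 3, and the libraries overlapped for the other 4 lists. Of 187 tested immunoglobulin genes 184 were higher in Aim2-/- cells at 0 h, and they made up 70 of the 497 genes called higher at 0 h (14.1%), 13 of 39 at 3 h, 59 of 1346 at 6 h and 8 of 101 at 24 h.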

Values the study reported

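The methods of the study give a purity above 90% for CD4+ T cells enriched by negative selection, and stimulation with 5 μg/mL of anti-CD3 bound to the plate and 1 μg/mL of anti-CD28 in solution. They state reads 51 nt long, read from 1 end. By RT-qPCR of splenic CD4+ T cells from 4 mice per genotype, the study reported higher Foxp3 mRNA in Aim2-deficient cells after 24 h of stimulation. It also reported higher Gata3 mRNA and unchanged Tbx21 mRNA, for which its text names no time point. In culture supernatants it reported more IL-10 from Aim2-deficient cells and similar amounts of IFNγ, IL-4 and IL-17A. It described AIM2 protein as rising for a time after T cell receptor activation.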

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

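Differences between the genotypes in their response to stimulation received a closer look because the interaction of genotype and stimulation tests such a difference itself. The interaction and the fit with mouse as a block were fixed before the data were examined. The other tests in this part were chosen only after the result was seen. With 3 mice against 3 there are 10 splits of the mice, so the share of splits with a result as large is never under 0.1.

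Without a block, the interaction at 6 h gave 4 genes, with log2 values of 0.93 for Acp5, 0.77 for Arhgap9, 0.71 for Oard1 and 0.74 for Arrb2. Of the 10 splits of the 6 mice, 1 gave as many genes, the real one. The mouse block kept all 4 under an adjusted p of 0.05. Adding the correction for GC content and length to that blocked fit left 4 of the 4, and adding the marker scores of other cells left 4 as well. The mean totals of the 4 groups of libraries spanned 0.447 (in units of 1e6 counts), less than the largest SD within a group, 0.643. These values argue against a GC or length trend, a change within mice in B, myeloid or erythroid cells and unequal totals as the whole cause. Such cells at a steady level that respond differently were not tested, because the block already takes up steady differences between mice. The genes lie on chromosomes 9, 10, 17 and 11, away from Aim2 on chromosome 1. In blocked fits without 1 mouse, 0 of the 4 were called without mouse WT 3 and 2 without mouse Aim2-/- 1, and 4 without each of the other mice, the one labelled WT 1 among them. A chance difference between the 3 mice of each label stays open, because so few mice allow no smaller share of splits. An effect of the genotype, which the design names, stays open beside it and cannot be told apart from it.

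With each mouse as a block, the interaction gave 9 genes at 3 h, 717 at 6 h and 424 at 24 h, where 1244, 3334 and 3139 genes had an unadjusted p under 0.05. At 3 h all 9 had a lower response in Aim2-/- cells. At 6 h 353 were higher and 364 lower, and at 24 h 230 were higher and 194 lower. At each time point 1 of the 10 splits of the 6 mice gave as many genes. With the correction for GC content and length in the same fit, 6, 900 and 685 genes passed, including 5, 623 and 419 of those called before. This argues against that trend as the whole cause. With the marker scores in the same fit, 7 and 791 genes passed at 3 and 6 h, including 4 and 534 of those called before, which argues against the marked cells as the whole cause at these time points. At 24 h 10 genes passed, 9 of them called before. There the log2 values of the 424 genes stayed 1.06 times as large in the median while their standard errors grew 1.51 times, so at 24 h a part played by other cells cannot be told apart from lost precision.

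The blocked counts depended on single mice. Without mouse WT 3 they were 0, 0 and 6 (874, 2204 and 1671 genes with an unadjusted p under 0.05), and without mouse Aim2-/- 1 they were 2, 9 and 21. Without mouse WT 4 they were 0, 339 and 298 and without mouse Aim2-/- 4 they were 0, 344 and 72, with 1436 and 1182 genes under an unadjusted p of 0.05 at 3 h. Without mouse Aim2-/- 2 the counts were 4, 799 and 1186, and without the mouse labelled WT 1 they were 31, 547 and 660. The 9 genes at 3 h, named after their values were seen, were Gm12250 (-1.37), Irgm2 (-0.87), Il4ra (-0.85), Igtp (-0.71), Tgtp2 (-0.84), H2-T23 (-0.73), Irf1 (-0.63), Pim2 (-0.74) and Igkv15-103 (-1.91). Igtp and Irgm2 overlap on the chromosome and Tgtp2 has a close paralog, so counts of these genes are not separate evidence. A chance difference between the mice stays open at all 3 time points, as does an effect of the genotype.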

How the results depend on the processing

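Counts of stimulated genes kept within 1.5 times of their values under all other settings, with exceptions among the fits that left out a library or a mouse. Most comparisons of Aim2-/- with WT did not. The settings were fixed before the data were examined. Exceptions are the removal of whole mice, the correction for GC content and length, the marker scores and both of these with the mouse block, which were chosen after seeing the data. Except where the text names one, the cause was not tested.

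Among the size factors, RLE gave 1 gene in the interaction at 6 h in place of 4, and library totals gave 18. These changed no other count by over 1.5 times, but RLE turned the calls at 6 h to 1129 higher and 1256 lower in Aim2-/- cells, in place of 1346 and 1075. DESeq2, whose false calls on simulated data were 9.005% (11.1% in the interaction), gave 1557, 307 and 787 calls between the genotypes at 0, 3 and 24 h, 304 and 185 in the interaction at 6 and 24 h, 5 among the study genes and 1725 with counts summed per mouse, and it called Aim2 at 24 h (-2.08). Limma-voom, with 5.76% false calls there, gave 5 calls between the genotypes at 24 h, 2 in the interaction at 6 h, 2 at 24 h and 0 with summed counts (3959 genes with an unadjusted p under 0.05).

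Without a filter on low counts, more genes were tested and 1499, 775 and 962 were called between the genotypes at 0, 3 and 24 h, with 6, 147 and 155 in the interaction, 11 among the study genes, 542 with summed counts and 68 near Aim2, where the odds ratio then passed (1.65, p 0.00051). Aim2 then passed in WT cells at 6 h (-1.09) and 24 h (-1.11) and between the genotypes at all 4 time points (-1.62, -1.44, -1.43 and -2.09). The correlations between the responses of the genotypes were 0.228, 0.379 and 0.630 at 3, 6 and 24 h, since genes near the floor enter. A minimum mean of 1 CPM raised them to 0.886, 0.910 and 0.962 and gave 8 genes in the interaction at 6 h. With the libraries compared alone, which leaves fewer to estimate the spread, the calls between the genotypes were 317, 2, 979 and 0 (2571 genes with an unadjusted p under 0.05 at 24 h), those of the interaction 0 at 6 h (2025 genes under 0.05 unadjusted) and 1 at 24 h, and those among the study genes 0 (16 under 0.05 unadjusted). The drop between the genotypes may also reflect that the main fit treats the libraries of a mouse as independent.

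With mouse as a block, the interaction gave 9, 717 and 424 genes, and Aim2 passed in WT cells at 3, 6 and 24 h (-0.43, -1.06 and -1.19). The block moved no other count by over 1.5 times and changed none of 39 calls among the largest stimulation changes and the interaction genes. Of 32 genes of the fixed lists it added calls for 6, 9 and 2 in WT cells, 4, 5 and 0 in Aim2-/- cells and 0, 6 and 6 in the interaction at 3, 6 and 24 h, and it removed 0. With the GC and length correction in the same fit, the interaction gave 6, 900 and 685 genes and the Aim2 changes were -0.48, -1.15 and -1.39. With the marker scores in the same fit it gave 7, 791 and 10. No paired analysis was possible for Aim2-/- against WT cells because each mouse has 1 genotype. Mice of both genotypes share the numbers 1 and 4. Libraries of the same number and other genotype had deviations correlated between -0.165 and 0.300, with 16 of 32 pairs above 0.1 (median 0.077). With other genotype and other number, 24 of 112 pairs lay above 0.1 (median -0.039). Libraries of the same number were thus less alike than those of 1 mouse (median 0.375), but a link beyond the number is not excluded. Numbers 2 and 3 each occur in 1 genotype only. A block on the number therefore rests the average genotype difference on mice numbered 1 and 4, the mouse labelled WT 1 among them. The time points of these mice then count as repeats, so more calls are not stronger evidence. This block over all libraries gave 3613, 2324, 5516 and 3235 calls between the genotypes and 13 among the study genes. In it Aim2 passed at 0 h (-1.18) and 24 h (-1.57), and the mitochondrially encoded OXPHOS set reversed at 0 h (adjusted p 0.520, with a range of 0.170 to 0.925 over all alternatives).

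The correction for GC content and length gave 1571 calls between the genotypes at 6 h and reversed the nuclear OXPHOS set at 0 h (adjusted p 0.794), 3 h (0.576) and 24 h (0.0556). Over all alternatives the adjusted p of that set ranged from 6.7e-14 to 0.794 at 0 h, from 2.4e-10 to 0.881 at 3 h and from 0.0002 to 0.947 at 24 h. The marker scores, which follow the genotypes, gave 5, 3, 285 and 9 calls at the 4 time points (5, 1, 246 and 6 of them called without the scores), 0 among the study genes (7 with an unadjusted p under 0.05) and 3 near Aim2, now a lower share than elsewhere. They reversed Il10 at 0, 3 and 6 h (-0.46, -0.34 and -0.43), Foxp3 at 3 h (-0.11), Tbx21 at 3 h (0.013), the mitochondrially encoded OXPHOS set at 0 h (adjusted p 0.862) and the Treg signature at 6 h (0.759, with a range from 0.0032 to 0.759). Of the 16 tests of gene sets, fry gave 2 and camera with an estimated correlation 0 (2 with an unadjusted p under 0.05). Windows of 5 and 20 Mb changed no conclusion on the share of calls near Aim2.

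Leaving out 1 library or 1 mouse moved the counts between the genotypes both ways. The calls ranged from 30 (without mouse WT 3) to 2139 at 0 h, from 1 (without the 3 h library of mouse WT 3) to 1143 at 3 h, from 95 (without mouse WT 4) to 4020 at 6 h and from 0 (without the 24 h library of mouse WT 3, 1563 genes with an unadjusted p under 0.05) to 2702 at 24 h. All 4 highest counts came without mouse Aim2-/- 2. Summed counts gave from 0 (without mouse WT 3, 2475 under 0.05 unadjusted) to 2939 (without mouse Aim2-/- 2). The interaction ranged from 0 (without the 0 h library of mouse WT 3, 1424 under 0.05 unadjusted) to 58 at 6 h and from 0 (same library, 1328 under 0.05 unadjusted) to 201 at 24 h, with both highest counts again without mouse Aim2-/- 2. Calls near Aim2 ranged from 3 to 77 and those among the study genes from 0 (without the 0 h library of mouse WT 3, 8 under 0.05 unadjusted) to 6. Stimulation calls at 3 h ranged from 2936 to 4632 in WT and from 2803 to 4307 in Aim2-/- cells. In these fits the correlations between the responses ranged from 0.645 to 0.708 at 3 h, from 0.760 to 0.819 at 6 h and from 0.881 to 0.920 at 24 h, all below the values with all libraries.

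In the same fits the change of Aim2 in WT cells ranged from -0.85 to -0.087 at 3 h, from -1.51 to -0.73 at 6 h and from -1.50 to -0.59 at 24 h, with both ends set by libraries of the mouse labelled WT 1. The difference of Aim2 between the genotypes ranged from -2.00 to -1.32, from -1.79 to -1.19, from -1.70 to -1.12 and from -2.52 to -1.64 at the 4 time points, the most negative each time without that mouse or its library. Tbx21 at 3 h ranged from -0.37 to 0.13 and so changed direction. The adjusted p of the nuclear OXPHOS set ranged from 0.00524 to 0.881 at 3 h and from 0.00524 to 0.947 at 24 h and that of glycolysis at 3 h from 0.200 to 0.872, each with a change of direction among the fits.

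For single named genes, 79 of 81 values kept their direction and their side of the threshold under DESeq2 (2 stronger), 77 of 81 with RLE factors (4 weaker), 78 of 81 with library totals (3 weaker), 67 of 81 under voom (14 weaker), 73 of 81 without a filter (1 weaker, 7 stronger), 75 of 76 at 1 CPM (1 weaker), 62 of 81 with the libraries compared alone (19 weaker), 40 of 42 with the GC correction (2 weaker) and 17 of 42 with the marker scores (20 weaker, 5 reversed). With the block on mouse number 33 of 42 did (9 stronger), and when 1 library or mouse was left out, 686 of 882 did (186 weaker, 8 stronger, 2 reversed). Of the 16 tests of gene sets, 16 did with RLE factors, 15 without a filter (1 stronger), 11 with the GC correction (1 weaker, 1 stronger, 3 reversed), 9 with the marker scores (2 weaker, 3 stronger, 2 reversed) and 12 with the block on mouse number (3 stronger, 1 reversed), and 440 of 480 did when 1 library or mouse was left out (16 weaker, 15 stronger, 9 reversed). At 1 CPM, genes below that mean have no value. Depth limits genes near the floor of 0.147 CPM, for which folds are given as bounds.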

Other observations

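The tests fixed before their results were seen are those of the targeted locus with all 6 mice, of the genes near Aim2 in the mouse labelled WT 1, of a lower share of Aim2-expressing cells in it, of GC content and totals for the calls at 6 h, of other cells for T cell genes, and of dilution of the responses. All other tests in this part were chosen only after the result was seen. The added lists of antibody-secreting cells and progenitors were chosen after immunoglobulin and granulocyte genes were seen to differ, but before the values of the listed genes were looked at.

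Aim2 of the mouse labelled WT 1 lay at the level of the Aim2-/- mice at all 4 time points. A lower share of Aim2-expressing cells would lower many genes alike, but of 8796 genes with at least 10 CPM in mice WT 3 and WT 4, 6 were as low as Aim2 in that mouse at all time points, Aim2 included. They are Aim2, Ifi206, Ifi208, Ifi213, Eps8l1 and Gzma. Carrying 1 targeted and 1 intact copy would place the Ifi genes midway, but on a scale from 0 (mice WT 3 and WT 4) to 1 (Aim2-/- mice) their median position at 0 h was 0.992. A mislabelled genotype is a candidate explanation. In a fit without this mouse, 26 genes within 10 Mb of Aim2 were called at 0 h, and at 20 of them (76.9%) it lay nearer to the Aim2-/- mean, against 417 of 877 genes elsewhere (47.5%, Fisher's exact test, p 0.0044). The shares near Aim2 were 83.3%, 57.1% and 91.7% at 3, 6 and 24 h, and those elsewhere 73.0%, 38.4% and 35.5% (p 0.344, 0.0109 and 0.00018). Whether the whole animal was swapped stays open, since the share elsewhere lay on both sides of 50% among the time points. The marker levels of this mouse at 0 h were those of the WT mice, with a B cell sum of 1710 CPM against 923 and 711 CPM in mice WT 3 and WT 4 and 8240.3 to 12420 CPM in the Aim2-/- mice, and a myeloid sum of 33.3 CPM against 50.2 and 25.9 CPM and 94.8 to 343 CPM. Either it is no Aim2-/- mouse as a whole, or these levels do not follow the genotype. A segment of chromosome 1 from the strain of the targeted allele, without that allele, cannot be told apart from a mislabelled genotype. The lowest position of Aim2 on the same scale was 0.939, and counts per gene do not show whether the remaining reads come from the targeted exons.

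Genes next to Aim2 differed between the Aim2-/- mice and mice WT 3 and WT 4 in both directions. Flanking DNA of another strain around the targeted allele is a candidate explanation. With all 6 mice the odds ratio for a call within 10 Mb was 1.26 (p 0.213), with no filter on low counts 1.65 (p 0.00051), and without the mouse labelled WT 1 it was 2.41 (p 5.5e-07). Without mouse WT 3 it was 2.82 (p 0.0242, from 6 calls near Aim2), so a rise is not particular to leaving out the mouse labelled WT 1. Of the 10 splits of the 6 mice, 1 gave as many calls within 10 Mb as the 41 found, but other splits had few calls in the whole genome, so this count says nothing about the locus. Differences in Ifi204, Ifi211 and Ifi213 could follow the strain of the segment and need no loss of Aim2. Reads shared between these similar genes, which would move with a strain variant too, were not tested.

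Calls between the genotypes numbered 802, 45, 2421 and 102 at 0, 3, 6 and 24 h. Of the 10 splits of the 6 mice, 1, 2, 1 and 1 gave as many. At 3 h the split that sets the mouse labelled WT 1 with Aim2-/- mice 1 and 4 against the others gave 137 genes. For the counts summed per mouse and for the 9 study genes, 1 of the 10 splits gave as many calls each. For the interaction without a block it was 1 of 10 at 6 h, and 10 of 10 at 3 and at 24 h, where the real count is 0 (653 and 1825 genes with an unadjusted p under 0.05). The larger count at 6 h was 1571 with the trend of GC content and length removed, still above the 66 and 139 of 3 and 24 h in the same fit, and the mean totals of the 6 h groups differed by -1.23%. Both argue against these as the whole cause. Chance differences between so few mice stay open, and so does an effect of the genotype.

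Immunoglobulin, myeloid and erythroid genes were higher in Aim2-/- libraries at 0 h. A lower share of CD4 T cells would raise the markers of all other cells alike, but the CD8 T cell list stood at 0.907 times its WT level while the B cell list stood at 9.20 times. By median log2 fold change the CD8 T cell and NK cell lists were higher, by 0.63 and 0.99, but less so than the B cell list (2.82). Cells of other types that remained after the negative selection, or RNA from them, are a candidate source, since the lowest median log2 fold change of the B cell, myeloid and erythroid lists was 2.45. For the immunoglobulin signal, mature B cells and antibody-secreting cells cannot be told apart. Ms4a1 amounted to 0.0101% of Igkc in Aim2-/- libraries, but it lies near the floor, the other B cell markers rose with it, and no library of B cells gives the ratio to compare with. The 6 genes of antibody-secreting cells had a median log2 fold change of 2.10 at 0 h, with 6 of 6 higher. The 2 called were Mzb1 (17.9 against 1.87 CPM) and Sdc1 (13.7 against 5.25 CPM). Jchain (589 against 80.4 CPM, adjusted p 0.0512) and Xbp1 (272 against 224 CPM, adjusted p 0.128) were not called. Of the 6 genes on this list, Xbp1 (224 CPM), Jchain (80.4 CPM) and Prdm1 (17.1 CPM) were above 10 CPM in WT libraries. The list is therefore not specific to such cells. The 6 progenitor genes had a median of 2.38, with 6 of 6 higher. Kit (32.4 against 18.4 CPM, adjusted p 0.234) was not called. The 5 called genes included Prtn3 (28.1 against 4.26 CPM), Gata2 (22.4 against 5.64 CPM) and Elane (20.2 against 3.48 CPM). The rise of this list goes with the granulocyte, mast cell and basophil genes called at all 4 time points. Of the 6 genes 1, Kit (18.4 CPM), was above 10 CPM in WT libraries. Whether the cells were more frequent in the spleens of Aim2-/- mice or were removed less well from these 3 samples was not tested, and a biological explanation stays open.

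Genes lower in Aim2-/- cells are not explained by dilution with other cells. The called lower genes had a median log2 fold change of -0.46 at 0 h and -0.47 at 6 h, while the lowest of the CD4 T cell markers changed by -0.016 and -0.12. Of the calls at 0 h, T cell genes among them, a model with the marker scores as terms called 5. An influence of other cells cannot be told apart from an effect of the genotype here, because the scores differ between the genotypes. How much of that contrast they take up was not measured.

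The Treg signature was higher in Aim2-/- cells at all 4 time points. With the GC and length trend removed, its largest adjusted p was 0.0389, which argues against that trend as the whole cause. With the marker scores its smallest adjusted p was 0.0219, at 24 h, with 0.194 and 0.465 at 0 and 3 h and the opposite direction at 6 h (0.759), and since the scores follow the genotype an influence of other cells cannot be told apart. Over all alternatives the adjusted p ranged from 2.5e-09 to 0.379 at 0 h, from 8.6e-07 to 0.465 at 3 h, from 0.0032 to 0.759 at 6 h and from 7.7e-06 to 0.435 at 24 h. A larger share of regulatory T cells is a candidate explanation, with Foxp3 higher by 0.51 at 0 h and a signature median of 0.83. It cannot be told apart from higher expression per cell, because the libraries pool all cells. Of the 10 splits of the 6 mice, 3 had the signature past the threshold at all 4 time points, among them the mouse labelled WT 1 with Aim2-/- mice 1 and 4 against the others. For all sets, 4 of the 10 splits gave at least the 9 tests found, and mouse WT 4 with Aim2-/- mice 1 and 4 against the others gave 11. These splits mix the labels but still set 2 mice of a genotype against 1, so they carry part of the genotype contrast. The set results rest on few mice.

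Nuclear OXPHOS genes were higher in Aim2-/- cells at 0 and 6 h. A trend of the libraries with GC content and length is a candidate explanation, because with it removed the lower of the 2 adjusted p was 0.794. Over all alternatives the adjusted p ranged from 6.7e-14 to 0.794 at 0 h and from 1.8e-11 to 0.794 at 6 h. Energy metabolism as an effect of the genotype is thus not shown for this set.

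Log2 responses to stimulation were somewhat smaller in Aim2-/- than in WT mice. Dilution by unstimulated other cells would give mouse Aim2-/- 2 the largest spread of responses among the Aim2-/- mice, and it had it at 1 of 3 time points. That mouse had the lowest myeloid and erythroid scores of the 3 at every time point, but the lowest B cell score at 0 and 3 h alone. With 3 mice this decides little, and dilution cannot be told apart from an effect of the genotype. The stimulation calls themselves were compared with other splits in fits of 6 libraries each. These gave 4628, 7616 and 10629 genes in WT and 3367, 6863 and 9644 genes in Aim2-/- cells at 3, 6 and 24 h, and in each fit 1 of the 10 splits gave as many. Every other split gave 0 genes. Each mixes 0 h and stimulated libraries in both groups, which puts the time effect into the spread. With an effect this large that outcome was nearly certain, so these splits add little evidence. Among the 4 splits that part as many pairs of libraries from a mouse as the real one, 1 gave as many, and each of the other 6 splits parts 1 pair.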
